A study of Rattus norvegicus with 12 samples. Its data were reported in "The mitochondrial tRNA-derived fragment, mt-tRF-LeuTAA, couples mitochondrial metabolism to insulin secretion" (2024).

How the data were processed

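Total RNA sequencing was carried out on dissociated islet cells of 3-month-old male Wistar rats, 72 h after transfection with single-stranded antisense oligonucleotides (30 pmol per the labels) against mt-tRF-Leu TAA or with a scrambled control. mt-tRF-Leu TAA is a fragment of the mitochondrially encoded leucine tRNA. The labels name 6 anti-control and 6 anti-mt-tRF-Leu TAA libraries, numbered 1 to 6 in each group, and per the study each number is the islets of a separate rat. The fragment itself, being a small RNA, is not part of this gene table, so its silencing was not analysed here.

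Libraries were stranded total RNA preparations, per the labels. The submitters' processing notes name cutadapt 1.8, STAR 2.5.3a, HTSeq 0.9.1, R 4.0.3, limma 3.44.3 and edgeR 3.30.3, with the rat assembly Rnor_6.0. The role of each tool and the strand setting of the counting are not given in the sources used here. The authors deposited log2 values, which are log2 CPM (reads scaled to library size) after the addition of a small prior count, for 13733 protein-coding genes kept as detected. The deposited table also holds group means, a log2 fold change, a signed fold change, a p-value and an adjusted p-value for each gene by the authors, and further tables repeat the rows of the changed genes. All 4843 rows of the list of changed genes, all 906 rows of the list of at least 2-fold higher genes and all 31 rows of the list of lower ones were identical to rows of the main table.

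The lowest deposited value was equal in all 12 libraries and stood for 0 reads. Back-transformation of the deposited log2 values gave whole reads in every library, with no deviation above 5.5e-08 reads, which corresponds to a prior count of 1 scaled to library size. Summed over the listed genes, the libraries held 16.4 to 23.4 M (mega) reads. A single read therefore stood for less than 0.1 CPM, and a gene with 0 reads in every library of a group was given a floor of 3 counts over that group. Such floors cover counting error only. Chi-square per degree of freedom between replicates of a group ranged from 19.1 to 258, so no library was a repeat of another.

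The design fixed before the data were examined assumed either counts or normalized values. Because the deposited values were log2 CPM, the test for normalized values was used and no count model was run. Group means were compared gene by gene with limma 3.58.1 in R 4.3.3, on the deposited values of all 12 libraries, with an intensity trend in the empirical Bayes step and no block. Benjamini-Hochberg adjusted p-values of at most 0.05 were called changed, and a further threshold of 2-fold was applied. Fold changes are on the deposited log2 scale, which understates those of scarce genes, and are given as anti-mt-tRF-Leu TAA minus anti-control. A positive value is higher after silencing.

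The replicate numbers pair the libraries. After removal of group means, same-numbered libraries correlated by 0.474 to 0.763 across genes (median 0.628), 5 of 6 anti-control and 6 of 6 anti-mt-tRF-Leu TAA libraries correlated best with their own number, and the study names 6 rats. A fit with the replicate number as a block was therefore computed beside the fit without it. Adjusted p-values of the blocked fit equalled those in the authors' deposited table within a relative deviation of 1.3e-12. The model behind the deposited p-values is not given in the sources used here, which refer to supplementary methods that were not read and name DESeq2 among the tools of the study. The block is inferred from this equality.

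Before the data were examined, 45 gene lists were written down, covering mitochondrial complexes, metabolism, stress and interferon responses, islet cell function and markers of cell types. Of these, 43 had at least 5 measured members and were tested with camera (limma), at a preset correlation of 0.01 and with adjustment over the 43 lists. With an estimated correlation no list passed, and those adjusted p-values are given beside each call. A list of antigen presentation genes was added after the values had been seen. Shares of reads were compared with exact two-sided permutation tests over 924 splits, and exact sign-flip tests over the 6 pairs gave 64 arrangements.

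Named genes were chosen by a rule fixed before the data were examined. Its opening part took the 8 genes with the largest and the 8 with the smallest fold change among called genes with a symbol whose mean level was at or above the 25th percentile (2.42 log2 CPM), whose change was at least 2-fold and whose 6 libraries of a group all lay on the same side of the other group's median. Since 0 genes fell 2-fold under these conditions, the 8 lowest were taken without the 2-fold condition. From each list, up to 4 members with the smallest adjusted p were taken, or the 2 most abundant where none passed. Islet hormones, Ldha, Ppif and 6 of the proteins that the study found bound to the fragment were always included, giving 125 genes, 95 of them called. Values of 3 of these genes are not reported here. Genes named outside this rule are said to be chosen after their values were seen.

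For each gene, the nearest expressed gene (control level at or above the median of all genes) was located upstream and downstream on either strand, from the coordinates in the deposited table. Alternatives were the replicate block, quantile normalization, centring on the sample median, library size alone, limma-voom on the recovered reads, limma without trend, the genes at or above the median level, pseudocounts of 0.1 and 5, omission of each library in turn, camera with an estimated correlation, and fry. Their effects are given in the closing section. An unfiltered table and the options that need a count model were not used here.

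The scripts were tested on simulated reads for the 13733 genes with 50 genes changed at each of 4 sizes in the comparison of anti-mt-tRF-Leu TAA with anti-control. Without the block, 34% of genes raised 1.5-fold, 88% raised 2-fold, 98% raised 4-fold and 92% lowered to 0.5 of their level were recovered, with 0 false calls. With the block these shares were 94%, 94%, 98% and 94%, with 6 false calls. All simulated genes had the same dispersion and the same spread of pair effects, drawn separately for each gene. Real genes differ in spread, so these shares check the scripts and do not give the power or error rate in these data. This simulation was written after a fit of the real values had been seen. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, exact tests and plots.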

Results

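To determine which transcripts respond to the loss of mt-tRF-Leu TAA, a fragment cut from the mitochondrial leucine tRNA, total RNA of dispersed rat islet cells was sequenced 72 h after transfection with an antisense oligonucleotide against the fragment (anti-mt-tRF-Leu TAA, n = 6) or with a scrambled control (anti-control, n = 6). Levels of 13733 protein-coding genes were given as log2 CPM, that is, reads scaled to library size. The listed genes held 20.2 ± 2.15 M (mega) reads per anti-control library (SD, n = 6, range 17.6 to 23.4) and 18.9 ± 1.54 M per anti-mt-tRF-Leu TAA library (SD, n = 6, range 16.4 to 20.3). The difference was within the spread between libraries (exact permutation test, two-sided p = 0.223). Differences are given as anti-mt-tRF-Leu TAA minus anti-control. Adjusted p-values are from limma with Benjamini-Hochberg adjustment, and coordinates are those of Rnor_6.0. The replicate numbers pair libraries across the groups, and values from the fit with the replicate block are given where the block changed a call or moved a count by more than 1.5 times.

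Silencing of mt-tRF-Leu TAA was accompanied by increases of large size in scarce transcripts, and by decreases of smaller size in transcripts of moderate to high abundance. In total, 1494 genes were higher and 638 lower without the block, and 2412 were higher and 2431 lower with the replicate block. Of these, 799 genes rose at least 2-fold and 8 fell at least 2-fold (906 and 31 with the block). At least 4-fold increases were seen for 556 genes and at least 16-fold increases for 247, while 0 genes fell 4-fold. By the mean over all 12 libraries, a split added after the data had been seen, 320 of the 978 genes under 0 log2 CPM rose and 4 fell at least 2-fold. Of the 468 genes above 8 log2 CPM on that mean, 1 rose at least 2-fold and 0 fell as far, while 51 fell and 13 rose at any size. Block counts were made for classes set by the anti-control mean alone. Of the 506 genes above 8 log2 CPM by it, 65 fell and 9 rose without the block, and 229 fell and 29 rose with it. Among the detected genes that the table holds, those without a read were 147 ± 26.7 per library in anti-control and 8.67 ± 5.28 after silencing (exact permutation test, two-sided p = 0.00216). An exact sign-flip test over the pairs gave p = 0.0312 for this difference. The split of the 2-fold changes depended on the scaling, since quantile normalization gave 668 higher and 171 lower (79.6% higher, against 99% on the deposited values).

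**Figure D1:**
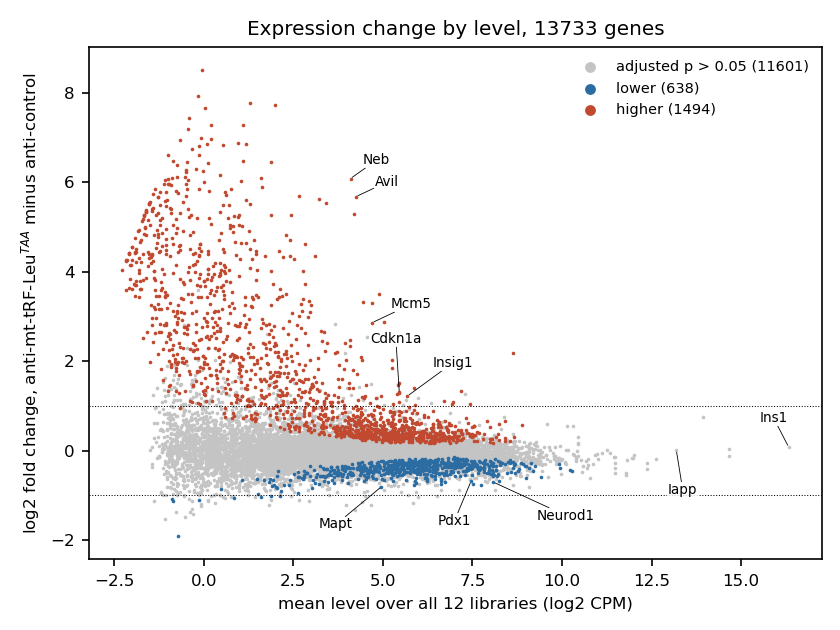
Log2 fold change of each of the 13733 genes (y axis, anti-mt-tRF-Leu TAA minus anti-control) against its mean level over all 12 libraries (x axis, log2 CPM); red points are the 1494 higher genes, blue points the 638 lower genes, grey points the others, and dotted lines mark 2-fold. The largest increases lie at the left, among scarce genes, and the decreases lie mostly within 2-fold.

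The 8 genes with the largest increases under the naming rule rose 24.7-fold to 67.7-fold. Neb (ENSRNOG00000006783, chromosome 3, 37658563 to 37854561), which encodes the giant thin-filament protein nebulin of skeletal muscle, rose from 1.05 ± 0.88 to 7.13 ± 0.73 log2 CPM (SD, n = 6 each), a 67.7-fold increase (log2 fold change 6.08, SE 0.42, adjusted p = 4.14e-07). Avil (ENSRNOG00000050419, chromosome 7, 70292565 to 70310588), which encodes the actin-binding protein advillin, rose 51.1-fold, from 1.41 ± 0.32 to 7.08 ± 0.18 log2 CPM (log2 fold change 5.68, SE 0.15, adjusted p = 1.5e-10). Tph2, the neuronal tryptophan hydroxylase, rose 51.6-fold, and Scn4a, the sodium channel of skeletal muscle, rose 38.4-fold. The adjacent genes of the interleukin-18 receptor chains, Il18rap and Il18r1, rose 48.9-fold and 46.1-fold. Cemip, which encodes a hyaluronan-binding protein, and Pygm, the glycogen phosphorylase of muscle, rose 39.1-fold and 24.7-fold. Each of these 8 genes was higher in 6 of 6 pairs. Transcripts with 0 reads in all 6 anti-control libraries numbered 29, and those with 0 reads in all 6 anti-mt-tRF-Leu TAA libraries 0. Since the table holds detected genes, a gene at 0 in one group is listed for its reads in the other. Against a floor of 3 counts over the anti-control group, the increases of the 29 ranged from at least 32.1-fold to at least 748-fold.

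The position of the genes that rose differed from that of low genes that changed little. Of the 456 genes under 1 CPM in anti-control that rose at least 4-fold, 312 (68.4%) had an expressed gene ending within 50 kb upstream on the same strand, against 93 of the 578 that changed less than 2-fold (16.1%, odds ratio 11.3, 95% confidence interval 8.4 to 15.2). With genes under 0 log2 CPM by the mean over all 12 libraries, a set added after the data had been seen, these shares were 67.3% of 284 and 15.3% of 583 (odds ratio 11.4, interval 8.15 to 15.9). Of the 799 genes that rose at least 2-fold, 544 (68.1%) had such a neighbour, as did 21.8% of the 638 lower genes and 27.0% of all tested genes. Expressed genes ended 4.0 kb upstream of Avil (Ctdsp2), 15.1 kb upstream of Tph2 (Tbc1d15), 30.8 kb upstream of Scn4a (Ern1), 7.2 kb upstream of Pygm (Sf1), 22.0 kb upstream of Cemip (Abhd17c) and 3.3 kb upstream of Il18r1 (Il1rl1). For Neb the nearest expressed gene on that strand, Arl5a, ended 70.2 kb upstream. In a table of reads per gene, reads of an RNA that runs from an upstream gene into the next gene are counted for the next gene, so these values do not tell which promoter the RNA came from. With genes lacking such a neighbour alone, 593 genes were higher and 398 lower, and 250 rose and 6 fell at least 2-fold, a subset chosen after the data had been seen.

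**Figure D2:**
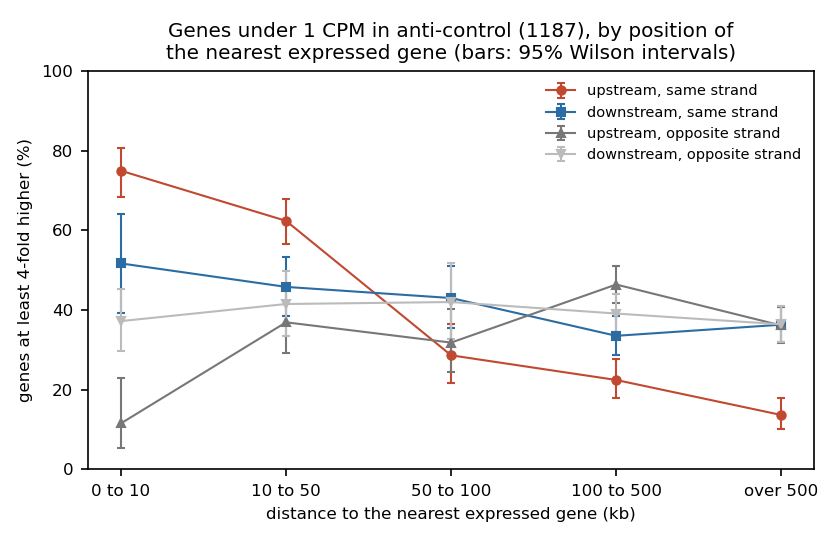
Share of the 1187 genes under 1 CPM in anti-control that rose at least 4-fold (y axis, %) by distance to the nearest expressed gene (x axis, kb), for genes upstream or downstream on either strand; bars are 95% Wilson intervals for counting error. With an expressed gene within 10 kb upstream on the same strand 75% rose, and 13.6% rose in the farthest distance class.

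Decreases were smaller than 2-fold for all but 8 of the 638 lower genes. These 8, chosen after their values were seen, were Cadm2, B3gat1, Ccdc39, Lgi1, Chst5, Lrrc51, Armcx1 and Fgf14. Their log2 fold changes ran from -1.90 for Ccdc39 to -1.01 for B3gat1, and Cadm2, Lgi1 and Fgf14 are known from neurons. The number of such genes was 2 without anti-control replicate 3, 3 without anti-control replicate 4, and 5 without anti-control replicate 5, anti-control replicate 6 or anti-mt-tRF-Leu TAA replicate 2. The most reduced genes under the naming rule were Cyp2r1 (1.93-fold lower, log2 fold change -0.95, SE 0.18, adjusted p = 0.00243), the vitamin D 25-hydroxylase, Fstl4 (1.79-fold lower), Mapt (1.75-fold lower), which encodes the microtubule-associated protein tau, and Uap1l1 (1.71-fold lower). Tmem123 and Erap1, the aminopeptidase that trims peptides for antigen presentation, fell by 0.74 and 0.74 on the log2 scale. Homez also fell (adjusted p = 0.0368), but its call was lost in 8 of the 12 fits that left out a library (adjusted p up to 0.0813, without anti-control replicate 3). Each gene named here was lower in 6 of 6 pairs.

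The beta-cell identity genes that were called were lower after silencing, whereas insulin and amylin transcripts showed no call. Of 36 measured beta-cell identity genes, 4 fell and 0 rose (3 and 0 adjusted over the list alone), and with the block 19 fell and 0 rose (21 and 0 adjusted over the list alone). Neurod1 (ENSRNOG00000005609, chromosome 3, 66414308 to 66417741) fell from 8.43 ± 0.29 to 7.73 ± 0.31 log2 CPM (SD, n = 6 each, log2 fold change -0.70, SE 0.16, adjusted p = 0.00882). Pdx1 (ENSRNOG00000046458, chromosome 12, 9496044 to 9501213) fell from 7.80 ± 0.23 to 7.12 ± 0.41 log2 CPM (log2 fold change -0.68, SE 0.18, adjusted p = 0.0181). Rfx6, which with Neurod1 and Pdx1 belongs to the transcription factors of endocrine cells, and Gjd2, which encodes the gap junction protein connexin 36 of beta cells, fell by 0.47 and 0.41 on the log2 scale. The call of Rfx6 was lost in 3 and that of Gjd2 in 10 of the 12 fits without a library (adjusted p up to 0.0561 without anti-mt-tRF-Leu TAA replicate 4, and up to 0.0899 without anti-control replicate 3), and the call of Gjd2 was also lost with quantile normalization (0.0663), with limma without trend (0.0585) and over the genes without an expressed upstream neighbour (0.0591). The list as a whole ranked lower than the other genes (camera adjusted p = 0.00307, and 8.63e-05 with the block, and adjusted p = 0.987 with an estimated correlation). Ins1 stood at 16.29 ± 0.34 in anti-control and 16.37 ± 0.29 log2 CPM after silencing (adjusted p = 0.969), Ins2 at 14.66 ± 0.67 and 14.69 ± 0.51 (adjusted p = 0.975), and Iapp at 13.19 ± 0.10 and 13.20 ± 0.22 (adjusted p = 0.982). The SE of these log2 fold changes was 0.88, 0.49 and 0.21, so that this fit could not detect small changes of such abundant transcripts. These SEs are moderated with the intensity trend and do not measure the spread between libraries alone. For Ins1 the SE exceeded the SD of either group. Insulin transcripts took 10.7 ± 2.62% of reads in anti-control and 11.6 ± 2.17% after silencing (SD, n = 6 each, exact permutation test, two-sided p = 0.511).

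Genes of granule exocytosis moved in both directions. Of 30 measured members, 4 fell and 1 rose (6 and 1 adjusted over the list alone), and with the block 12 fell and 2 rose (13 and 3 adjusted over the list alone). Rph3al (log2 fold change -0.41, SE 0.07, adjusted p = 0.000962), Cplx2 (-0.62, SE 0.11, adjusted p = 0.00166) and Stxbp2 (-0.32, SE 0.07, adjusted p = 0.00621), all of which act in vesicle docking or fusion, fell. Cplx1, which lies 20.6 kb downstream of the expressed gene Gak, rose 4.29-fold from -0.19 ± 0.61 log2 CPM (SD, n = 6). The list passed with the block and not without it (camera adjusted p = 0.0585 without and 0.0275 with it, and adjusted p = 0.987 and 0.997 with an estimated correlation). Without the block it also passed with scaling by library size alone (0.0426), over the genes without an expressed upstream neighbour (0.041), and without anti-control replicate 1 (0.0156), anti-control replicate 2 (0.0265), or anti-mt-tRF-Leu TAA replicate 3 (0.0333), 5 (0.0494) or 6 (0.0355). Among 53 subunits of voltage-gated ion channels, 3 rose and 0 fell (3 and 0 adjusted over the list alone), and with the block 10 rose and 7 fell (10 and 7 adjusted over the list alone). These were Scn4a, Cacna2d4 (log2 fold change 2.97, adjusted p = 0.000535) and Cacna1c, the main L-type calcium channel subunit (0.34, SE 0.06, adjusted p = 0.00274). The list did not rank apart from other genes (camera adjusted p = 0.946, and 0.945 with the block).

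Of the genes of cholesterol synthesis and of the p53 response that were called, all but Ebp were higher after silencing. Of 24 measured genes of cholesterol synthesis and its regulation, 8 rose and 1 fell (10 and 1 adjusted over the list alone), and with the block 12 rose and 1 fell (12 and 1 adjusted over the list alone). Fdft1, the squalene synthase, rose 1.43-fold (log2 fold change 0.51, SE 0.10, adjusted p = 0.00245) and Cyp51, a sterol demethylase, rose 1.49-fold (0.57, SE 0.12, adjusted p = 0.00469). Ebp, a sterol isomerase, fell 1.31-fold. Chosen after its values were seen, Insig1, a sterol-regulated retention protein, rose 2.33-fold (adjusted p = 0.0117). The list ranked higher than other genes (camera adjusted p = 0.00442, and 0.000647 with the block, and adjusted p = 0.987 with an estimated correlation). It passed in all 12 fits without a library. Of 19 measured genes of the p53 response and apoptosis, 7 rose and 0 fell (8 and 0 adjusted over the list alone). Ccng1 (log2 fold change 0.66, SE 0.10, adjusted p = 0.000514), Zmat3 (0.70, SE 0.12, adjusted p = 0.00162), Mdm2 (0.67, SE 0.12, adjusted p = 0.00171) and Cdkn1a (1.29, SE 0.28, adjusted p = 0.00693), which are known targets of p53, were each higher in 6 of 6 pairs. An expressed gene ended 21.8 kb upstream of Mdm2 on its strand. The p53 list passed the test (camera adjusted p = 0.0267, and adjusted p = 0.987 with an estimated correlation), but not without anti-control replicate 5 (0.053), anti-control replicate 6 (0.0633) or anti-mt-tRF-Leu TAA replicate 2 (0.0617).

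**Figure D3:**
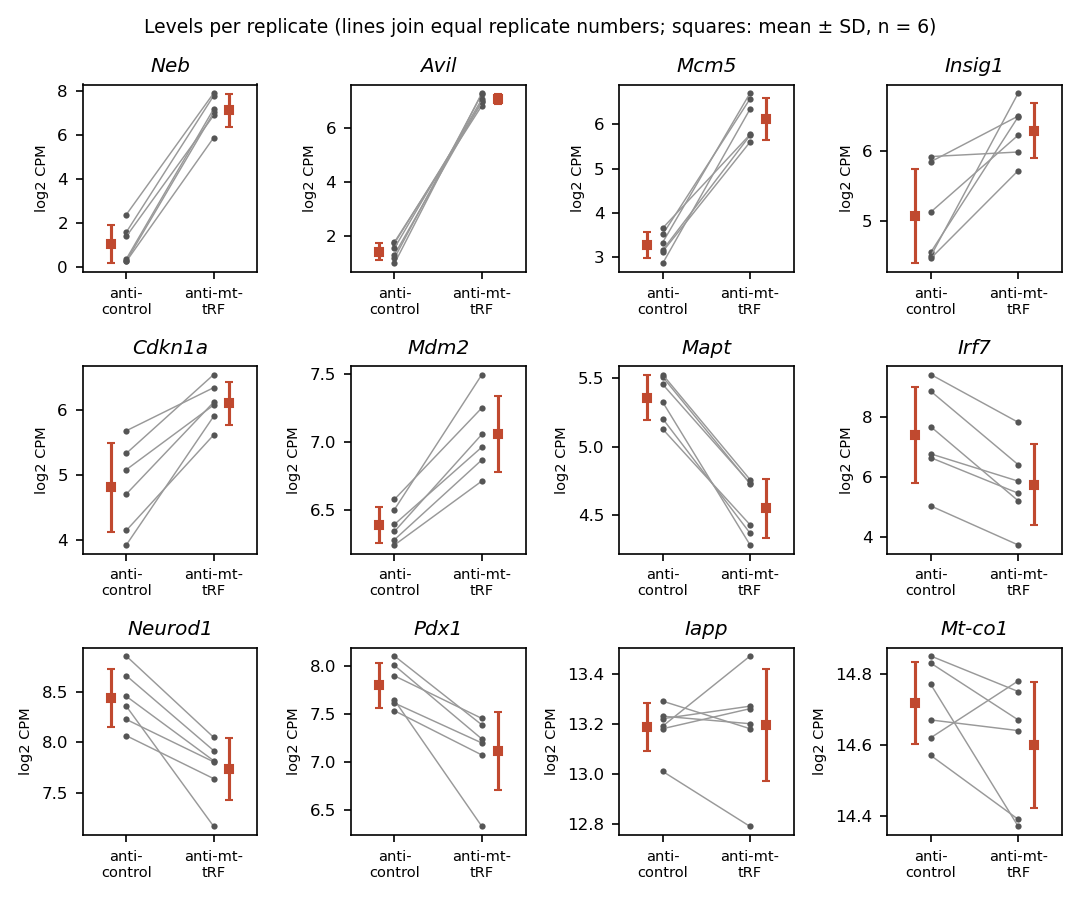
Levels (y axis, log2 CPM) of 12 genes in each library of anti-control and anti-mt-tRF-Leu TAA (x axis); grey lines join libraries of the same replicate number and red squares with bars are the mean ± SD (n = 6). Neb, Avil, Mcm5, Cdkn1a and Mdm2 were higher and Mapt, Irf7, Neurod1 and Pdx1 lower in 6 of 6 pairs, Irf7 and Insig1 having been chosen after their values were seen.

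Interferon-stimulated genes that passed with the block were mostly lower and those of inflammatory signalling mostly higher, whereas without the block a single gene of these lists passed. Of 41 measured interferon genes, 1 fell and 0 rose (1 and 0 adjusted over the list alone). With the block 18 fell and 2 rose (21 and 2 adjusted over the list alone). Chosen after their values were seen, Irf7, the regulator of interferon genes, had a log2 fold change of -1.66 (adjusted p = 0.182, and 0.000255 with the block), and Oas2, an antiviral enzyme, one of -1.22 (adjusted p = 0.206, and 0.00463 with the block). The interferon list did not pass without the block (camera adjusted p = 0.0867) and passed with it (0.000647, and adjusted p = 0.987 and 0.997 with an estimated correlation). Without the block it also passed with scaling by library size alone (0.014) and without anti-control replicate 3 (0.048), 4 (0.0403) or 6 (0.000907), or anti-mt-tRF-Leu TAA replicate 1 (0.0334) or 2 (0.00181). Of 24 measured genes of inflammatory signalling, 0 rose and 0 fell without the block, also when adjusted over the list alone, and 9 rose and 1 fell with it (9 and 1 adjusted over the list alone). Cxcl1 and Nfkbia, chosen after their values were seen, had log2 fold changes of 2.82 and 1.26 (adjusted p = 0.214 and 0.132, and 4.25e-05 and 7.35e-05 with the block). Each was higher in 6 of 6 pairs. The list passed with the block and not without it (camera adjusted p = 0.566 without and 0.0163 with it, and adjusted p = 0.987 and 0.997 with an estimated correlation). Sod2 and C3, the most abundant members, had log2 fold changes of 0.54 and -0.20 (adjusted p = 0.737, and 0.0466 with the block, for Sod2, and 0.951 for C3).

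Transcripts of the mitochondrial genome, from which the fragment derives, gave no call. Of its protein-coding genes 12 were in the table, and 0 passed the limma threshold with or without the block, also when adjusted over the list alone, while 0 had an unadjusted p under 0.05 without and 2 with the block. Counts at that unadjusted threshold were 1 with limma-voom, limma without trend, quantile normalization and the genes at or above the median level, 2 without anti-control replicate 1, and 0 in the 11 other fits without a library. Mt-co1 stood at 14.72 ± 0.11 in anti-control and 14.60 ± 0.18 log2 CPM after silencing (SD, n = 6 each, SE of the log2 fold change 0.39, adjusted p = 0.88, and 0.456 with limma without trend). This SE is moderated with the intensity trend and exceeded the SD of either group. Mitochondrially encoded transcripts took 5.56 ± 0.735% of reads in anti-control and 5.25 ± 1.01% after silencing (SD, n = 6 each), a difference of -0.314 percentage points (exact permutation test, two-sided p = 0.543; exact sign-flip test over the pairs, p = 0.188), with the share lower in 5 of 6 pairs. The list did not rank apart from other genes (camera adjusted p = 0.267, and 0.101 with the block) and did not pass with fry (adjusted p = 0.167). All 12 log2 fold changes were negative, from -0.402 for Mt-nd6 to -0.12 for Mt-co1.

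Nuclear genes of the electron transfer system showed few changes. Among subunits of complex I, 0 of 35 changed (0 also when adjusted over the list alone, 1 fell with the block), with Ndufs1 at 7.23 ± 0.08 and 7.32 ± 0.08 log2 CPM (SD, n = 6 each). Among those of complexes II and III, 1 of 14 fell (1 adjusted over the list alone), Sdhc (log2 fold change -0.19, SE 0.05, adjusted p = 0.0254). This call was lost in 4 of the 12 fits without a library (adjusted p up to 0.0604, without anti-mt-tRF-Leu TAA replicate 4), with quantile normalization (0.0604) and with limma without trend (0.0546). In complex IV, 1 of 15 rose (1 adjusted over the list alone, 2 with the block and 1 of them over the list alone), the scarce testis form Cox6b2 with 27 reads over anti-control and 127 after silencing. In complex V, 0 of 13 changed (0 also when adjusted over the list alone). Of 49 assembly factors, 2 rose and 2 fell (1 and 1 adjusted over the list alone, 4 and 5 with the block, 3 and 1 over the list alone). Cox18 was higher (0.74, SE 0.10, adjusted p = 0.000186) 3.2 kb downstream of the expressed Ankrd17, and Ttc19 was lower (-0.49, SE 0.10, adjusted p = 0.00578). Of 71 mitochondrial ribosomal proteins, 3 rose and 2 fell (1 and 1 adjusted over the list alone, 7 and 5 with the block, 4 and 2 over the list alone). Among them were Mrpl38 (0.60, adjusted p = 0.0054) and Mrpl16 (-0.36, adjusted p = 0.00523). These 6 lists did not rank apart from other genes (camera adjusted p = 0.748 to 0.987, and 0.898 to 0.945 with the block).

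Mitochondrial maintenance and transport genes contained larger changes. Among 15 regulators of mitochondrial transcription and biogenesis, 2 rose and 0 fell (2 and 0 adjusted over the list alone, 4 and 0 with the block, 6 and 0 over the list alone). These were Polg2, the accessory subunit of the mitochondrial DNA polymerase (log2 fold change 1.10, SE 0.14, adjusted p = 8.84e-05), and Twnk, the mitochondrial DNA helicase (0.61, SE 0.09, adjusted p = 0.000526). Expressed genes ended 1.7 kb upstream of Polg2 and 23.2 kb upstream of Twnk on the same strand, and without genes of that position the list no longer passed. Its camera adjusted p was 0.0267 with all genes (0.0109 with the block), 0.108 without those genes and 0.0545 without anti-control replicate 5, and adjusted p = 0.359 with an estimated correlation (0.997 with the block). With fry the list passed (adjusted p = 2.3e-05, and 0.00864 with the block). Of 38 mitochondrial carriers, 5 rose and 2 fell (6 and 3 adjusted over the list alone), and 7 rose and 10 fell with the block (9 and 11 over the list alone). Slc25a18, a glutamate carrier with 0 reads in anti-control, rose at least 86.6-fold, and Slc25a2 and Slc25a34 rose 4.00-fold and 7.25-fold. The list did not rank apart from other genes with camera (adjusted p = 0.987, and 0.994 with the block). It passed with fry without the block (0.0252) and not with it (0.192). Among 25 genes of mitochondrial import and dynamics, 1 fell and 0 rose (1 and 0 adjusted over the list alone, 2 and 5 with the block, 2 and 2 over the list alone), namely the import factor Timm22 (-0.41, SE 0.10, adjusted p = 0.0151). A further list of 7 genes held Ppif and 6 genes of proteins that the study names as bound by the fragment, a part of all those it found. In this list 1 fell and 0 rose (1 and 0 adjusted over the list alone, 1 and 1 with the block, also over the list alone), namely Suclg2, a subunit of succinyl-CoA ligase (-0.39, SE 0.07, adjusted p = 0.0025). Ppif was called higher with the block and not without it (adjusted p = 0.0957 without and 0.0414 with it). The import and dynamics list did not rank apart from other genes (camera adjusted p = 0.987, and 0.945 with the block).

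Enzymes of central metabolism changed in both directions. Of 25 genes of the TCA cycle and pyruvate entry, 4 fell and 0 rose (4 and 0 adjusted over the list alone, 5 and 1 with the block, also over the list alone). Among them were Suclg2, Idh2, the mitochondrial isocitrate dehydrogenase (log2 fold change -0.41, SE 0.09, adjusted p = 0.00894), and Pc, the pyruvate carboxylase (-0.45, SE 0.13, adjusted p = 0.0298). The call of Pc was lost in 7 of the 12 fits without a library (adjusted p up to 0.0642, without anti-control replicate 6). Of 26 glycolytic genes, 2 fell and 1 rose (0 and 1 adjusted over the list alone). With the block 12 fell and 2 rose (13 and 4 over the list alone). The gene that rose was Hk3, a hexokinase of blood cells, 3.16-fold higher and 7.1 kb downstream of the expressed Uimc1. Ldha, lactate dehydrogenase A, stood at 7.04 ± 0.76 and 6.69 ± 0.96 log2 CPM (SD, n = 6 each, limma adjusted p = 0.681, and 0.0322 with the block). The glycolysis list passed with the block and not without it (camera adjusted p = 0.267 without and 0.0428 with it, and adjusted p = 0.987 and 0.997 with an estimated correlation), and the TCA list did not pass (0.267, and 0.525 with the block). Of 23 genes of fatty acid oxidation, 2 rose and 2 fell (2 and 2 adjusted over the list alone, 2 and 7 with the block, also over the list alone). Cpt1b, the muscle carnitine palmitoyltransferase, rose 3.28-fold from 3.43 ± 0.32 log2 CPM (SE of the log2 fold change 0.14, adjusted p = 2.29e-06), and Ucp3 rose from 7 to 264 reads over the 6 libraries. Expressed genes ended 41.3 and 2.5 kb upstream of Cpt1b and Ucp3 on the same strand. Hadha, of the trifunctional protein of beta-oxidation, fell by 0.25 on the log2 scale (adjusted p = 0.00899, and 0.159 with quantile normalization). Of 31 antioxidant genes, 2 fell and 0 rose (0 and 0 adjusted over the list alone, 8 and 5 with the block, 9 and 5 over the list alone). Of 20 genes normally kept silent in beta cells 1 rose, again Hk3 (1 adjusted over the list alone, 1 rose and 1 fell with the block, 1 and 0 over the list alone). None of these 3 lists ranked apart from other genes (camera adjusted p = 0.442, 0.267 and 0.987, and 0.349, 0.188 and 0.945 with the block).

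**Figure D4:**
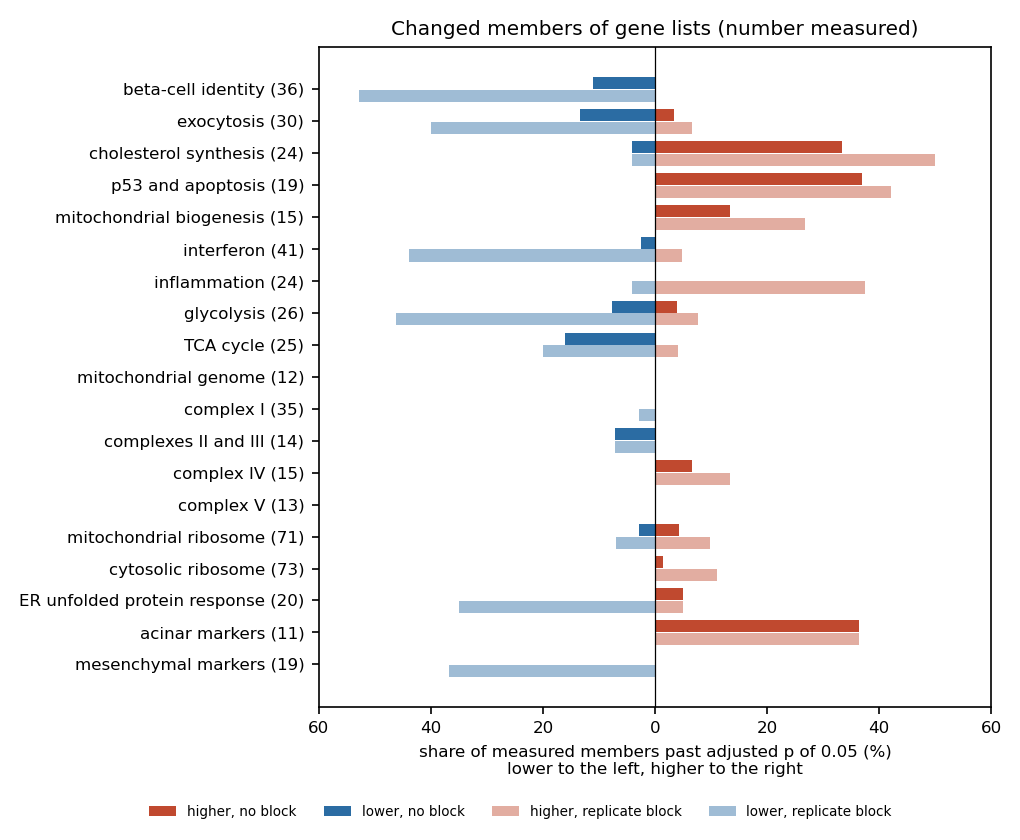
Share of measured members past an adjusted p of 0.05 (x axis, %), lower to the left in blue and higher to the right in red, for 19 of the gene lists (y axis, number measured in parentheses); dark bars are without and pale bars with the replicate block. Beta-cell identity genes extend to the left, with 4 of 36 lower without and 19 of 36 lower with the block, and cholesterol synthesis and p53 genes extend to the right.

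Stress, growth and translation lists held isolated changes without the block, and more of their members passed with it. Of 24 genes of the integrated stress response, 1 rose and 2 fell (5 and 3 adjusted over the list alone, 7 and 5 with the block, 9 and 6 over the list alone). Asns, the asparagine synthetase, was lower (log2 fold change -0.35, SE 0.09, adjusted p = 0.0163, and 0.107 with quantile normalization). Of 11 mitochondrial chaperones and proteases, 2 rose and 0 fell (2 and 1 adjusted over the list alone, 2 and 1 with the block, also over the list alone). The mitochondrial protease Clpp rose (0.38, SE 0.07, adjusted p = 0.00214). Of 20 genes of the endoplasmic reticulum stress response, 1 rose and 0 fell (1 and 0 adjusted over the list alone), the stress sensor Ern1 (0.53, SE 0.12, adjusted p = 0.00902), and with the block 7 fell and 1 rose (7 and 1 over the list alone). Of 9 heat shock genes, 1 rose, Hspa4 (1 adjusted over the list alone, 1 rose and 1 fell with the block, also over the list alone). Of 73 cytosolic ribosomal proteins, 1 rose (1 adjusted over the list alone, 8 with the block, 1 over the list alone), Rps27l, a p53-inducible paralog (0.55, SE 0.10, adjusted p = 0.00305). The endoplasmic reticulum list ranked lower and the ribosomal list higher with the block and not without it (camera adjusted p = 0.267 and 0.267 without, 0.031 and 0.0109 with it, and adjusted p = 0.987 and 0.997 with an estimated correlation for both). Without the block the ribosomal list also passed without anti-control replicate 2 (0.0164) or anti-mt-tRF-Leu TAA replicate 5 (0.0422), and over the genes at or above the median level (0.00424). Of 29 proliferation genes, 4 rose and 0 fell (4 and 0 adjusted over the list alone), and with the block 5 rose and 6 fell (5 and 6 over the list alone). The risers were the replication factors Mcm5 (7.26-fold, from 3.27 ± 0.29 to 6.13 ± 0.48 log2 CPM, SD, n = 6 each), Mcm7 and Mcm6 (1.55-fold and 1.61-fold) and the mitotic kinase Plk1 (2.13-fold), and expressed genes ended 8.1, 6.3, 6.0 and 10.5 kb upstream of them on the same strand. Of 25 mTORC1 genes, 4 rose and 0 fell (5 and 2 adjusted over the list alone, 6 and 3 with the block, also over the list alone). Mtor itself rose (0.20, SE 0.05, adjusted p = 0.0121). Of 19 immediate early genes, 1 rose, Junb (0 adjusted over the list alone, 5 rose and 1 fell with the block, also over the list alone). This call was lost in 6 of the 12 fits without a library (adjusted p up to 0.0672, without anti-mt-tRF-Leu TAA replicate 1). Of 8 histone genes, 1 rose (1 adjusted over the list alone, 1 rose and 3 fell with the block, also over the list alone). Of 7 olfactory or vomeronasal receptors, which islets are not known for, 3 rose (3 adjusted over the list alone, 3 rose and 1 fell with the block, also over the list alone). Olr737 had 0 reads in anti-control and was at least 75.7-fold higher after silencing. The integrated stress, mitochondrial chaperone, heat shock, proliferation, mTORC1, immediate early, histone and receptor lists did not pass (camera adjusted p = 0.182 to 0.987, and 0.12 to 0.994 with the block). Over the genes at or above the median level the proliferation list passed as higher (0.0148), and with fry the receptor list did (6.82e-05, and 0.013 with the block). Over all genes, camera with an estimated correlation gave an adjusted p of 0.987 for each of these lists, and with the block the proliferation list leaned lower (0.928).

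Markers of other cell types did not move in a single direction. Of 11 measured acinar markers 4 rose and 0 fell (4 and 0 adjusted over the list alone). These were Cuzd1 (2 reads over anti-control, 448 after silencing), Cel (9.39-fold higher), Pla2g1b (4.22-fold) and Ctrc (5.93-fold), all at or below 2.32 log2 CPM after silencing. Expressed genes ended 68.4, 2.7, 6.4 and 2.7 kb upstream of these on the same strand. The list ranked higher than other genes (camera adjusted p = 0.0369 without and 0.0109 with the block, and adjusted p = 0.987 with an estimated correlation). This call was lost without genes closer than 50 kb to such a neighbour (0.353), without anti-control replicate 1 (0.106), anti-control replicate 5 (0.0564) or anti-mt-tRF-Leu TAA replicate 4 (0.0601), and with scaling by library size alone (0.0738). Of 17 macrophage markers 2 rose and 0 fell (2 and 0 adjusted over the list alone, 2 and 2 with the block, also over the list alone), Mrc1 (6.43-fold) and Cd68 (4.06-fold), Cd68 lying 0.6 kb downstream of the expressed Eif4a1. Among the other marker lists, the counts over all genes and adjusted over the list alone were equal except for neurons. Of 10 alpha-cell markers 1 fell (Slc7a2, -0.45, adjusted p = 0.0092, and 0.0592 with quantile normalization). Of 5 delta-cell markers 1 rose (Lepr, adjusted p = 0.00773, and 0.158 with quantile normalization). Of 11 ductal markers 1 fell (Epcam, -0.38, adjusted p = 0.0201, and 0.124 with quantile normalization), and of 5 lymphoid markers 1 rose (Cd79b, log2 fold change 3.70, adjusted p = 0.0115). Cd79b stood at -1.31 ± 2.34 log2 CPM in anti-control (SD, n = 6). On the minus strand of chromosome 10, Cd79b (94497448 to 94500591) lies downstream of Scn4a (94505026 to 94557764), which rose 38.4-fold. Of 11 neuronal markers 1 fell (0 adjusted over the list alone, 4 with the block, also over the list alone). Of 4 gamma-cell, 13 endothelial, 19 mesenchymal, 8 Schwann-cell and 2 erythroid markers 0 changed, also when adjusted over the list alone. With the block 2 alpha-cell, 2 ductal and 7 mesenchymal markers fell, and 1 gamma-cell and 3 endothelial markers rose (2, 2, 7, 1 and 2 adjusted over the list alone). The endothelial list ranked higher and the mesenchymal list lower with the block, and neither passed without it (camera adjusted p = 0.802 and 0.267 without, 0.031 and 0.0109 with the block, and adjusted p = 0.987 and 0.997 with an estimated correlation for both). The alpha, delta, ductal, macrophage, lymphoid, Schwann-cell and neuronal lists did not pass (camera adjusted p = 0.267 to 0.876, and 0.101 to 0.994 with the block), and the gamma and erythroid lists were too short to test. Gcg stood at 13.56 ± 2.08 and 14.32 ± 1.28, Sst at 8.45 ± 1.60 and 8.83 ± 1.07, and Ppy at 8.93 ± 0.59 and 9.03 ± 0.81 log2 CPM in anti-control and after silencing (SD, n = 6 each, limma adjusted p = 0.667, 0.791 and 0.894).

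The deposited comparison was also recomputed. In the table deposited by the authors, an adjusted p of at most 0.05 was given for 4843 genes, and all 2132 genes called without the block were among them. Calls of the blocked fit equalled those of the authors' deposited table for all 13733 genes.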

Values the study reported

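The study reported that 4843 mRNAs and 642 proteins differed after inhibition of the fragment, at an adjusted p-value of at most 0.05. For 269 genes the mRNA and the protein both differed, and 16 of these encode proteins that are imported into mitochondria.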

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

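No explanation was weighed for the values listed here. In 15 of 254 groups of 6 libraries of the named genes, a single library stood far from the others, by Dixon's criterion at the 95% level, where chance gives about 1 in 20.

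Within anti-control, replicate 5 lay above the others for Hk3 (2.92 log2 CPM, the others 0.598 to 1.36), Mrc1 (2.79, the others 1.58 to 1.88) and Cd68 (5.18, the others 1.95 to 3.00). Replicate 3 was low for Timm22 (4.42, the others 4.58 to 4.67). Replicate 2 was low for Polg2 (2.17, the others 2.58 to 2.81) and for the Schwann-cell marker Erbb3 (1.98, the others 3.51 to 4.41). Replicate 6 was high for Zmat3 (3.97, the others 3.71 to 3.78) and low for the endothelial marker Cdh5 (0.239, the others 5.40 to 7.78). Replicate 4 was high for Cel (0.642, the others -1.29 to -1.13).

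Within anti-mt-tRF-Leu TAA, replicate 3 was low for Hk3 (2.47, the others 2.90 to 3.13), Mcm7 (5.37, the others 5.58 to 5.65) and Plk1 (3.67, the others 4.08 to 4.31). Replicate 2 was low for Pdx1 (6.33, the others 7.08 to 7.46) and Gcg (11.8, the others 14.3 to 15.4). Replicate 6 was low for the Schwann-cell marker Ngfr (2.11, the others 4.34 to 5.64).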

How the results depend on the processing

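The fits restricted to genes without an expressed upstream neighbour, and the block combined with an estimated correlation, were chosen after the data had been seen. Among the gene lists and the named genes called in the fit without the block, no direction reversed under any alternative that was run. The balance of higher and lower genes did shift, from 70.1% higher to 49.8% with the block and 49.3% over the genes at or above the median level. Values past the threshold in neither fit did change sign, in 19 genes and in 76 combinations of list and setting. Read depth limits statements on genes near the floor.

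With the replicate block, 2412 genes were higher and 2431 lower, 31 fell at least 2-fold, 4843 genes in place of 2132 were called by both this fit and the authors, and 10 gene lists (4 without the block) and 3 marker lists (1 without the block) passed. Each replicate number is in both groups, so the log2 fold changes are the same in both fits. The shifts therefore come from the error variance, from which the block removes differences between replicate numbers. Over the genes at or above the median level (6867 genes, so fewer could pass), 485 were higher and 498 lower, and 29 rose and 0 fell at least 2-fold. Over the 10025 genes without an expressed upstream neighbour, again fewer by construction, 593 were higher and 398 lower, 250 rose at least 2-fold, and 0 marker lists passed. At least 2-fold lower were 171 genes with quantile normalization and 1 gene with a pseudocount of 5 reads, and the cause was not tested. With an estimated correlation 0 gene lists and 0 marker lists passed, and with the block as well 0 and 0. A correlation above the preset 0.01 weakens a list test. Without the block it was estimated at 0.345 for cholesterol synthesis, 0.517 for beta-cell identity, 0.249 for p53 and 0.0903 for acinar markers. For mitochondrial biogenesis it was -0.0251, and the cause of that loss was not tested.

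Without each library in turn, 1283 to 1480 genes were higher and 445 to 718 lower, 757 to 802 rose at least 2-fold and 2 to 12 fell at least 2-fold. The lowest of these, 2, was without anti-control replicate 3, and the highest, 12, without anti-mt-tRF-Leu TAA replicate 3. Gene lists that passed numbered 2 (without anti-control replicate 5) to 6, and marker lists 0 (without anti-control replicate 1, anti-control replicate 5 or anti-mt-tRF-Leu TAA replicate 4) to 1. These fits have fewer samples. The mitochondrial share of reads differed by -0.592 to -0.0656 percentage points, and 0 mitochondrially encoded transcripts passed in any setting.

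Of the 95 named genes that were called, 74 passed in all 12 fits without a library and 21 were lost in at least 1. Quantile normalization ended 11 of these calls, centring 2, limma-voom 1, limma without trend 5, and the restriction to genes without an upstream neighbour 5 among the 59 calls it could test. The block added calls for Sod2, Ldha and Ppif. Camera passed 6 gene lists with library size alone and 6 over the genes at or above the median level. The fry test, which sets a list against no change and not against other genes, passed 4. These were mitochondrial biogenesis (2.3e-05), cholesterol synthesis (0.0339), mitochondrial carriers (0.0252) and olfactory receptors (6.82e-05). Beta-cell identity (0.318) and p53 (0.0513) did not pass. With the block, fry no longer passed cholesterol synthesis (0.065) or carriers (0.192). It then passed mitochondrial biogenesis (0.00864), p53 (0.0201) and olfactory receptors (0.013), and again not beta-cell identity (0.107). Of the marker lists, fry passed the acinar one without the block (0.000324) and with it (0.00864). An unfiltered table, the count-model options and list tests on quantile-normalized values were not run.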

Other observations

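The tests of neighbourhoods on both strands, of the library scale, of liver RNA as the source of all increases and of fewer beta cells, the values by scaling, the choice of the clusters and of the antigen presentation list, and the reading of the liver test were made after results had been seen.

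Clusters of neighbouring genes rose together after silencing of mt-tRF-Leu TAA. On the minus strand of chromosome 13, the interleukin genes Il24, Il20 and Il19 rose from 0, 21 and 25 reads over the 6 anti-control libraries to 2194, 2473 and 2385 reads over the 6 anti-mt-tRF-Leu TAA libraries, each in 6 of 6 pairs. The increase of Il24 was at least 748-fold against a floor of 3 counts over the group, and Il20 and Il19 had log2 fold changes of 6.86 (SE 0.47, adjusted p = 3.43e-07) and 6.47 (SE 0.33, adjusted p = 3.87e-08). On chromosome 1, the adjacent Opalin, an oligodendrocyte gene, and Tll2, a metalloprotease gene, rose from 1 and 23 reads to 1648 and 2881 reads.

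Genes of antigen presentation were mostly lower where they passed with the block. Of 19 measured members, 1 fell (Erap1) and 0 rose without the block, and 10 fell and 2 rose with it. Its camera p, not adjusted over the other lists, was 0.0532 without the block and 0.00942 with it. With an estimated correlation camera gave p = 0.522 without the block and p = 0.385 with it. Because the list was chosen after values had been seen, these p-values describe it and do not test it. Transcripts of beta-2-microglobulin (B2m) had a log2 fold change of -0.49, and those of the proteasome subunit Psmb10 one of 0.46.

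The at least 2-fold changes were almost all upward, and low genes that rose had an expressed gene within 50 kb upstream on the same strand more often than low genes that changed little (odds ratio 11.3, 95% confidence interval 8.4 to 15.2), so read-through of transcription past gene ends is a candidate explanation. Against activation of whole neighbourhoods, an expressed gene starting upstream on the opposite strand was not more frequent among them (odds ratio 0.658, interval 0.46 to 0.941), but one downstream on the same strand was (1.78, interval 1.3 to 2.44). Such a same-strand gene lay upstream only for 235 risen genes and downstream only for 30. The downstream excess was not tested apart from the upstream one, so whether read-through accounts for it stays open. Against uniform background such as genomic DNA, 52.9% of the genes between 1 and 2 CPM were higher (95% interval 49.4 to 56.3), and against the library scale as the whole cause, genes at least 2-fold higher after quantile normalization had such a same-strand gene upstream only 6.67 times as often as downstream only (interval 4.94 to 9.01, and 1.04 for genes not called), although the balance of higher to lower genes fell to 3.91 under that scaling. Some of these neighbours had been seen before the test was written, and 144 of the 456 risen genes (31.6%) lacked such a neighbour upstream. In the 312 that had one, the level after silencing correlated only weakly with the anti-control level of the neighbour (Spearman 0.199). Of 291 distinct neighbours, 29 were themselves called higher and 14 lower (median log2 fold change -0.0152). An effect of the antisense sequence on other RNAs stays open, since a single antisense target was compared with a single control.

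RNA of another tissue was weighed for the same pattern. Intervals of the differences between medians come from resampling genes, not rats. The abundant muscle transcripts lay below the scarcer muscle genes that rose (medians of 0.241 and 3.69 log2 CPM after silencing, difference -3.44, interval -7.91 to -0.795), which argues against skeletal muscle RNA, although Mb and Acta1 of the abundant ones rose (log2 fold changes of 3.97 and 1.22, adjusted p = 1.1e-05 and 0.00934), to 0.174 and 1.66 log2 CPM. The abundant liver transcripts lay above the scarcer liver genes that rose (difference 2.4, interval 1.11 to 5.13), as predicted for liver RNA, but they already stood at a median of 5.17 log2 CPM in anti-control (5.63 after silencing). Of these, Apoa1 rose (log2 fold change 4.45, adjusted p = 6.76e-08), Tf and Serpina1 had log2 fold changes of -0.198 and 0.0453 (adjusted p = 0.431 and 0.967), and Hp reached 1.84 log2 CPM, below Tat (4.06). Against liver RNA as the source of all increases, of the 799 genes at least 2-fold higher 386 had an expressed same-strand gene within 50 kb upstream only and 59 one downstream only (ratio 6.54, 95% interval 4.97 to 8.6), against a ratio of 1.02 (1807 and 1767 genes) for genes not called. As a source of a part of them it stays open, since high levels in anti-control would hide a small share.

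Of 41 interferon-stimulated genes 18 fell with the block and 1 without it. The median change of macrophage markers lay above that of the interferon list by 0.424 (95% bootstrap interval 0.0955 to 0.654), with medians of -0.0803 and -0.505 (log2), by 0.424 with centring (0.0904 to 0.643) and by 0.421 with library size alone (0.0903 to 0.63), but by 0.0822 with quantile normalization (-0.231 to 0.454). The median of the 5 lymphoid markers was 0.335, 0.325, 0.401 and -0.504 in the same order. The deposited values, centring and library size alone differ by 1 factor per library, which moves nearly all genes alike and leaves a gap between lists almost unchanged. They therefore count as 1 result, which goes against a loss of immune cells. Quantile normalization does not, and the intervals come from resampling genes of a list, not rats, so such a loss stays open. A lower interferon signal in the islet cells, and a difference between the oligonucleotides in triggering that response, stay open and untested.

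Of 36 beta-cell genes 4 fell without and 19 with the block, and those other than the hormones had a median change of -0.387 (log2). Against fewer beta cells, the mean change of Ins1, Ins2 and Iapp lay above the median of the other listed beta-cell genes by 0.388 (log2, above in 6 of 6 pairs, exact sign-flip test p = 0.0312, the smallest that 64 arrangements allow), and by 0.296 with quantile normalization (5 of 6 pairs, p = 0.0625). Markers of the other cell types did not all have a median change above 0, and 3 of 10 marker lists had an upper 95% bootstrap bound below 0 (5 with quantile normalization). That bootstrap resampled the genes of a list, not the rats, so it does not measure the spread between rats. With an estimated correlation no marker list passed camera. A change in the state of the beta cells stays open and untested.

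Chance is an unlikely source of the counts of changed genes, although so few splits cannot exclude it. The other splits mix both treatments within a group, which adds to the spread there and lowers their counts. Of 100 splits of the 12 libraries 1, the real one, gave as many genes (2132, against at most 1 in the others), and of the 32 splits that part all 6 pairs 1, the real one, gave as many with the block (4843, against at most 2).

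The count of changed genes here was 2132 without the block. That is lower than the value quoted from the study above. With the block it was 4843.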
